A study of Mus musculus with 11 samples. Its data were reported in "Actionable perturbations of damage responses by TCL1/ATM and epigenetic lesions form the basis of T-PLL" (2018).

How the data were processed

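Gene expression was measured with a whole-transcript microarray, the Mouse Gene 1.0 ST from Affymetrix, in splenic T-cells of mice that express human TCL1A under the proximal Lck promoter and of C57BL/6 wild-type mice. The 11 arrays comprised 5 of the exponential phase, 3 of the chronic phase and 3 of wild-type mice, grouped from the titles of the labels. Each wild-type array held RNA pooled from 3 mice. Whether each leukemia array was a single mouse is not given in the sources used here, so p-values measure the spread between these arrays. Per the labels, the leukemia arrays held CD8-enriched T-cells and the wild-type arrays pan-CD3 T-cells, so genotype and cell selection changed together.

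The deposited values are on the log2 scale. According to the study's methods, the authors corrected the background by RMA and quantile-normalized the arrays with the affy package of R, and its version is not given in the sources used here. Every array held the same distribution of values, with a minimum of 0.775, a median of 2.30 and a maximum of 13.5, as quantile normalization over all arrays gives. The log base was judged from this range. No detection calls were used here, so the level of background was not determined, and the number of arrays limits the precision.

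The table held 34760 rows. Of these, 21640 carried 1 gene symbol in the platform annotation, 1321 carried several and 11799 carried none. Rows with exactly 1 symbol were used. The Entrez identifiers of 21553 of them were found in the RefSeq gene table of assembly GRCm38.p6, and 0 symbols needed an update. No coordinates were used. For the 954 genes with several rows, the row with the highest mean over all arrays was kept, which left 19937 genes. No filter on dim rows was applied.

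Each comparison was fitted separately with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings) on the arrays of its own groups, following the study, which analysed each phase separately against the controls. The comparisons were chronic against wild type, exponential against wild type, exponential against chronic, and all leukemias against wild type. P-values were adjusted by Benjamini-Hochberg over all genes, and a gene was called at an adjusted p under 0.05 with a fold of at least 1.5. Standard errors are those of the moderated limma fit, and SDs are between arrays.

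Gene lists were fixed before the data were examined, and 40 lists had at least 3 measured members. They were tested with camera at a preset correlation of 0.01 between genes, adjusted over lists within each comparison, and again with the correlation estimated from the data. The genes to name were fixed in advance. They are the 10 called genes with the largest rise and the 10 with the largest fall in each comparison, leaving out receptor and immunoglobulin segments and clone names. Where fewer than 10 were called in a direction, all of them were taken, and genes with the smallest unadjusted p and a fold of at least 1.5 filled the number to 5 and are given as values. Up to 4 members of a list with the smallest p served as its examples, and Ctla4, Slamf6, Gimap5, Tnf, Cd83, Tcl1, Cd4, Cd8a, Atm, Trp53 and Myc were always included. Trp53 had no row of its own and was not analysed here. Receptor variable segments were described per leukemia, without a test, where a Trav or Trbv row lay at least 4-fold above the highest wild-type array.

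The fits were tested on simulated data with the real means and spreads of the 19937 genes, in which 100 genes changed by 2-fold and 100 by 4-fold. For chronic against wild type 59% of the 2-fold and 94% of the 4-fold changes were called, with 11 false calls among 164. For exponential against wild type these shares were 73% and 95%, with 11 false calls among 179. For exponential against chronic they were 80% and 97%, with 5 false calls among 182. For all leukemias against wild type they were 84% and 100%, with 6 false calls among 190. A simulated shift of a single list was found in each comparison, and 1 unchanged list passed in exponential against chronic and 0 in the others. The simulation was built on means and spreads alone. Genes of a real list correlate, at an estimated 0.597 for the immediate-early genes in chronic against wild type. The simulation therefore cannot show how often unchanged lists of correlated genes pass at the preset correlation.

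The overlap between the phases was set against 100 simulations of unchanged groups measured against the same controls, which kept the correlation between genes. The alternatives fixed in advance were 1 fit over all groups, the replicate number as a block, filters that left out the dimmest 30% or 50% of rows, quantile normalization or median centring again, a variance trend with robust estimation, array weights, the methods' t-test, all rows of the table, the mean of all rows of a gene, no fold threshold, and each array left out in turn. After seeing the data, a cyclic loess normalization, a fit without exponential replicate 4 and chronic replicate 1, and the list test with an estimated correlation and 1 array left out were added. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.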

Results

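T-cell prolymphocytic leukemia is a mature T-cell malignancy driven by activation of TCL1-family oncogenes, and mice that express human TCL1A in the T-lineage develop a similar disease. RNA of splenic T-cells was hybridized to 11 arrays. The chronic phase (3 arrays) was defined by 30 to 70% tumor cells at an average age of 12 months. The exponential phase (5 arrays) was defined by more than 80% tumor cells in blood and more than 90% in spleen at an average age of 15 months, with a lymphocyte doubling time of 12 days (SEM 0.8). Age-matched wild-type mice gave 3 arrays, each a pool of 3 mice. By their labels, the leukemia samples were enriched for CD8+ T-cells and the controls for all CD3+ T-cells, so every comparison with wild type also compares these selections. Exponential replicate 4 went against its label, with Cd8a at 2.96. The median of its CD8 lineage genes was 2.81, below every wild-type pool (4.07 to 4.34). Over all rows, arrays of the same group correlated at 0.944 to 0.962 for the chronic phase, 0.944 to 0.969 for the exponential phase and 0.950 to 0.965 for wild type. Between groups the ranges were 0.937 to 0.966 for exponential and chronic, 0.930 to 0.960 for exponential and wild type, and 0.929 to 0.958 for chronic and wild type. The ranges within and between groups overlap.

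The mouse Tcl1 gene lay below the median of all rows (2.30) in all groups, at a log2 value of 1.64 ± 0.12 (SD, n = 5) in the exponential phase, 1.78 ± 0.04 (SD, n = 3) in the chronic phase and 1.63 ± 0.02 (SD, n = 3) in wild type. None of the 6 measured Tcl1-family genes was called in any comparison, and the family did not pass the list test (adjusted p = 0.612 for chronic, 0.908 for exponential against wild type). The human transgene was not analysed here, because the rows carry mouse genes.

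The first comparison asked which transcripts differed already in the chronic phase. Ctla4, an inhibitory receptor of activated and regulatory T-cells, had the largest fall, by 4.32 on the log2 scale (SE 0.40, adjusted p = 0.0111), from 10.05 ± 0.39 (SD, n = 3) in wild type to 5.73 ± 0.83 (SD, n = 3). Ikzf2, which encodes the regulatory T-cell factor Helios, fell by 3.89 (SE 0.40, adjusted p = 0.0160), and the co-receptor gene Cd4 fell by 2.29 (SE 0.22, adjusted p = 0.0122). Gzmb, which encodes the cytotoxic protease granzyme B, rose by 2.21 (SE 0.18, adjusted p = 0.00801), and the oncogene Myc rose by 1.29 (SE 0.18, adjusted p = 0.0379). In all, 91 of 19937 genes were called by limma, 28 higher and 63 lower. Single arrays decided some of these calls. Gzmb was called whichever array was left out, but neither in 1 fit over all 3 groups (adjusted p = 0.536) nor by the methods' t-test (0.319), and Ctla4 was not called without wild-type replicate 1 (adjusted p = 0.0697) or 2 (0.0741). Cd4 was not called without wild-type replicate 1, 2 or 3 (adjusted p = 0.0697, 0.0567 and 0.0585), nor was Ikzf2 (0.0721, 0.102 and 0.0636) or Myc (0.136, 0.137 and 0.0960), and Myc was not called without chronic replicate 1 (0.0958) or 2 (0.108). Over 19 alternative settings Gzmb kept its call in 17, Ctla4 in 15, Cd4 and Ikzf2 in 14 each and Myc in 10. Not all of these settings test a call. Repeated quantile normalization and median centring left the values almost unchanged, and dropping the fold threshold cannot remove a call. For this comparison, leaving out exponential replicate 4 and chronic replicate 1 repeats the fit without chronic replicate 1. Some losses of each gene were in settings that keep every array.

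The other large falls were in Casp4 (by 3.07), Il1r2 (by 2.92), Gpm6b (by 2.86), Arrdc3 (by 2.70), the integrin gene Itgb8 (by 2.57), Cd40lg (by 2.52), the ligand of CD40 on helper T-cells, and the chemokine gene Cxcl10 (by 2.47), with adjusted p from 0.00619 for Gpm6b to 0.0452 for Arrdc3. The other large rises were in Elovl7 (2.66), Ublcp1 (2.50), Trim13 (2.25), Zfp971 (2.21), the chemokine receptor gene Ccr2 (2.04), the NK receptor gene Klrd1 (1.88), Chpt1 (1.77), the thrombin receptor gene F2r (1.52) and Mpp7 (1.45), with adjusted p from 0.00760 for Elovl7 to 0.0452 for Chpt1. Of the 25 called genes examined in this way, 7 kept their call whichever of the 6 arrays was left out (Elovl7, Zfp971, Gzmb, Gpm6b, Itgb8, Slamf1 and Odc1). F2r lost it in all 6 settings, Trim13, Ccr2, Klrd1, Chpt1 and Arrdc3 in 5, and Casp4, Il1r2, Cd40lg and Mpp7 in 4, at adjusted p up to 0.154. Slamf6, a homotypic T-cell receptor of the SLAM family, lay lower by a log2 difference of -2.11 (SE 0.37), and its adjusted p of 0.0769 missed the threshold, which it passed without chronic replicate 2 (0.0412). Cd8a (0.55, adjusted p = 0.827), Atm (0.31, adjusted p = 0.683), Tnf (-0.48, adjusted p = 0.508), Cd83 (-1.13, adjusted p = 0.161) and Gimap5 (-0.18, adjusted p = 0.742) were not called either.

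Genes of CD4 helper and regulatory T-cells were lower as a group. All 15 measured members had a negative log2 change, 8 were called lower over all genes, Cd4, Cd40lg, Ikzf2, Il21 and Ctla4 among them, and 11 were lower when adjusted over the list alone. The camera test gave an adjusted p = 2.28e-23 for this list, and an adjusted p = 0.149 with an estimated correlation. Of the 24 immediate-early and activation genes, 1 was called lower (Egr2, by 2.09) and 1 higher (Myc). Adjusted over the list alone, 11 were lower and 1 higher, with an adjusted p = 9.78e-12 for a lower list and an adjusted p = 0.381 with an estimated correlation. Further examples, Dusp1 (-2.29) and Nr4a3 (-0.87), were not called. The inhibitory receptors were lower (adjusted p = 7.19e-05, but adjusted p = 0.270 with an estimated correlation). Among their 12 members Ctla4 was called, and 4 were lower when adjusted over the list alone, including Tigit (-2.14, adjusted p = 0.103), Cd200 (-1.08) and Pdcd1 (-0.59). Among 12 SLAM-family genes Slamf1 fell by 2.22 (adjusted p = 0.00619), 2 were lower adjusted over the list alone, and the list test gave an adjusted p = 0.000117, or an adjusted p = 0.149 with an estimated correlation. The 5 genes singled out by the study (Ctla4, Slamf6, Gimap5, Tnf and Cd83) gave an adjusted p = 5.45e-06, and an adjusted p = 0.232 with an estimated correlation. Ctla4 was called among them and 3 were lower adjusted over the list alone. The study named these genes in human leukemia and reported Ctla4 and Slamf6 on the chronic arrays as well, so for these 2 genes the values come from arrays it had already used. In human leukemia it reported CTLA4, SLAMF6 and GIMAP5 as lower but TNF and CD83 as higher. Tnf and Cd83 lay lower on the chronic arrays but were not called over all genes. The lower list therefore does not by itself run against the study for them.

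Cell-cycle genes were higher as a list (adjusted p = 1.28e-06, and adjusted p = 0.538 with an estimated correlation), with 33 of 35 members above wild type but 0 called over all genes and 0 adjusted over the list alone. The list medians were 4.02 and 4.67 in chronic replicates 2 and 3, but 3.29 in replicate 1, within the 3.22 to 3.51 of wild type. Examples of the list were Bub1 (1.39), Ccna2 (1.17), Prc1 (0.94) and Ccne1 (0.63). MYC target genes were higher (adjusted p = 0.000228, and adjusted p = 0.149 with an estimated correlation), with 24 of 28 members above wild type. Adjusted over the list alone 4 were higher and 1 was lower, and the single call over all genes was Odc1, which encodes the first enzyme of polyamine synthesis and fell by 1.77 (adjusted p = 0.00760). Gnl3 (0.91), Mrto4 (0.85) and Pa2g4 (0.79) were not called, and Mrto4 turned to -0.045 as the mean of all its rows. Small nuclear and nucleolar RNAs, a list taken by symbol prefix (adjusted p = 5.45e-06, and adjusted p = 0.589 with an estimated correlation), ribosomal protein genes (adjusted p = 0.00138, and adjusted p = 0.584 with an estimated correlation) and telomere genes (adjusted p = 0.0341, and adjusted p = 0.318 with an estimated correlation) were higher. Of these 59 small RNAs and of 57 ribosomal protein genes 0 were called by limma over all genes or adjusted over the list alone. Of 14 telomere genes 1 was called higher (Dkc1, named because it was the single call), and 2 were higher adjusted over the list alone. Without chronic replicate 1 the small RNAs (adjusted p = 0.512), ribosomal protein genes (0.173) and telomere genes (0.120) did not pass, nor did telomere genes without chronic replicate 2 (0.0951) or wild-type replicate 1 (0.0565), and chronic replicate 1 had the highest list median, 5.31 against 3.71 and 4.29 in the other chronic arrays. Of 20 cytotoxic genes, Gzmb and Klrd1 were called higher, and adjusted over the list alone 4 were higher and 2 lower. The list did not pass (adjusted p = 0.0682), and Klrc1 (1.57) and Klrg1 (-1.08) were not called. Klrc1 was called without chronic replicate 2 (1.20, adjusted p = 0.0412).

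Further lists were lower with at most 1 called member. They included the proximal T-cell receptor genes (adjusted p = 0.000109, and adjusted p = 0.538 with an estimated correlation), receptor variable segments (adjusted p = 0.00213, and adjusted p = 0.232 with an estimated correlation) and the epigenetic modifiers that the study lists (adjusted p = 0.0250, and adjusted p = 0.337 with an estimated correlation). Markers of B-cells (adjusted p = 0.0342, and adjusted p = 0.589 with an estimated correlation), immunoglobulin genes (adjusted p = 0.0244, and adjusted p = 0.611 with an estimated correlation), naive and memory T-cell genes (adjusted p = 0.0436, and adjusted p = 0.611 with an estimated correlation) and dendritic cell markers (adjusted p = 0.0496, and adjusted p = 0.584 with an estimated correlation) were lower too. Over all genes Trbv1 was the single call among these lists. Adjusted over the list alone, 3 of 21 proximal receptor genes, 2 of 7 variable segments, 1 of 75 epigenetic modifiers and 2 of 12 naive and memory genes were lower, and 0 of 16 B-cell, 12 immunoglobulin and 14 dendritic cell genes. The immunoglobulin list was taken by symbol prefix and includes Ighmbp2, which is not an immunoglobulin gene. The immunoglobulin list did not pass without chronic replicate 1 (adjusted p = 0.571) or wild-type replicate 3 (0.231), the B-cell list without chronic replicate 2 (0.308) or 3 (0.0531) or wild-type replicate 3 (0.640), and the dendritic cell list without chronic replicate 2 (0.114) or 3 (0.127) or wild-type replicate 3 (0.450). Naive and memory genes did not pass without chronic replicate 2 (0.0506) or 3 (0.153) or wild-type replicate 1 (0.359) or 2 (0.0867), nor epigenetic modifiers without chronic replicate 3 (0.110). The study's DNA damage response factors did not pass as a list (adjusted p = 0.143), with 1 of 78 members called higher and 1 lower, nor did the p53 targets (adjusted p = 0.0553), among which Trp53inp1 was the single call (lower, adjusted p = 0.0394). In total 17 of 40 lists passed at the preset correlation and 0 with an estimated correlation. The count of 91 calls fell to 0 when all 34760 rows were tested with limma, at 3221 rows with an unadjusted p under 0.05, and to 0 with the methods' t-test after Benjamini-Hochberg, which gave 619 genes at the study's own threshold of fold and unadjusted p. Left out in turn, the wild-type arrays reduced the calls to 8 without replicate 1, 14 without replicate 2 and 18 without replicate 3, and the calls were 40 without chronic replicate 1 and 45 without chronic replicate 2.

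**Figure D1:**
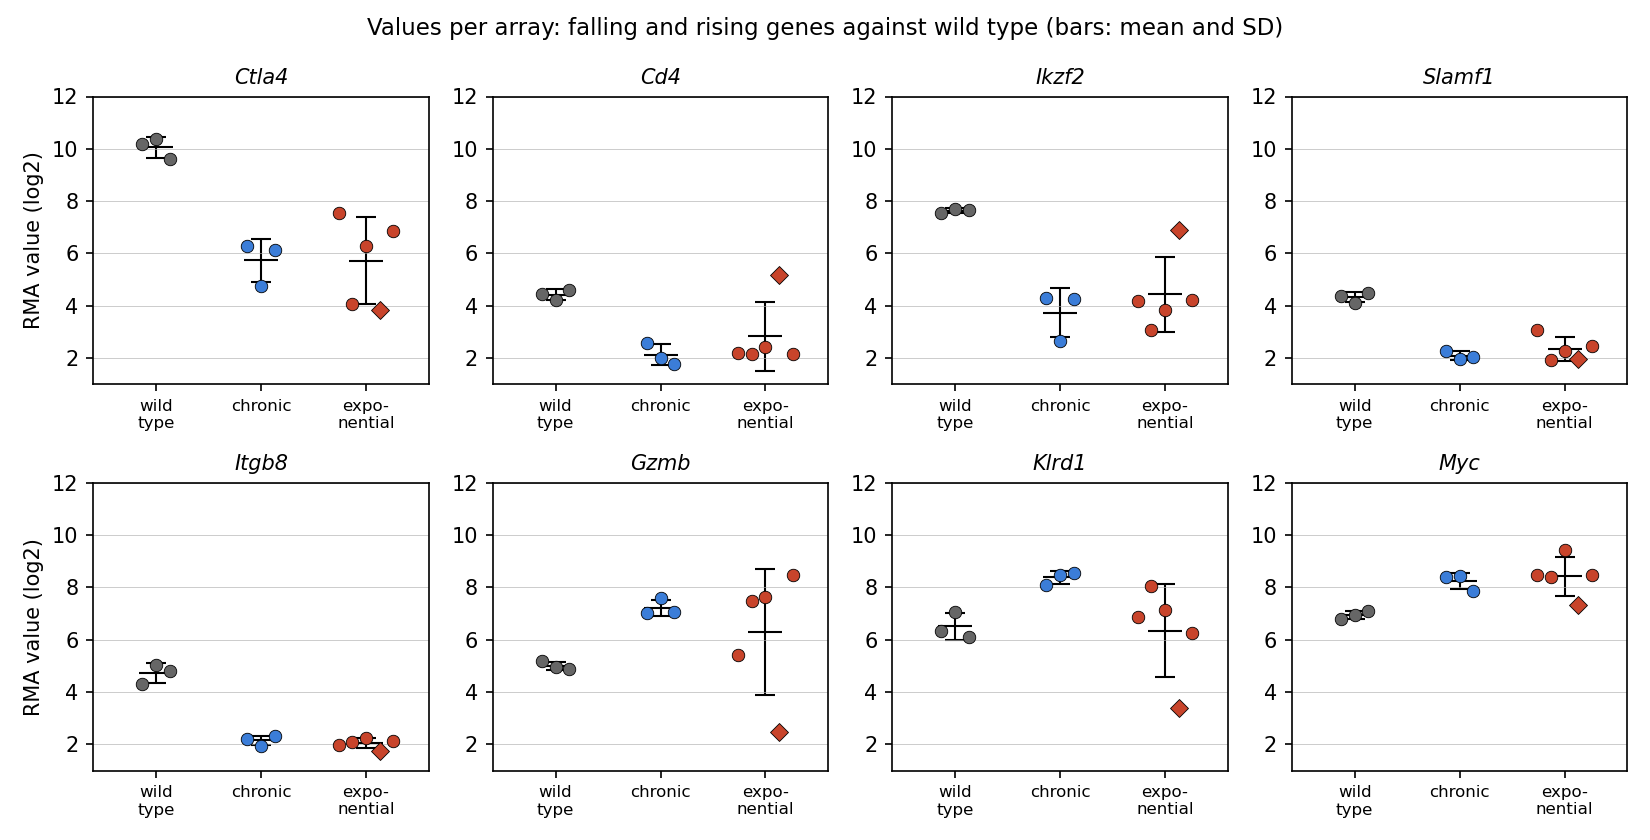
Log2 RMA values of 8 genes (vertical axes) in each array, grouped on the horizontal axes by wild type (n = 3), chronic (n = 3) and exponential phase (n = 5), with the mean and SD as bars; the diamond is exponential replicate 4. Ctla4 lay between 9.62 and 10.37 in wild type and at 7.57 or below in every leukemia array, and Myc lay above wild type in all 8 leukemia arrays.

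The exponential phase was compared with wild type to see which transcripts differed in overt leukemia. Car1, which encodes an erythroid carbonic anhydrase, had the largest fall, by 6.11 on the log2 scale (SE 0.71, adjusted p = 0.0114), and the enkephalin gene Penk fell by 3.10 (SE 0.27, adjusted p = 0.00194). Apart from exponential replicate 4, the mean Car1 value of the exponential arrays lay near the median of all rows (2.30). The size of the fall in Car1 is therefore uncertain. The inhibitory receptor gene Tigit fell by 2.44 (SE 0.20, adjusted p = 0.00168) and Itgb8 by 2.68 (SE 0.17, adjusted p = 0.000465). The small nucleolar RNA Rnu3a rose by 3.19 (SE 0.49, adjusted p = 0.0357), and the lysozyme gene Lyz2 of myeloid cells rose by 2.91 (SE 0.32, adjusted p = 0.0114). In all, 83 genes were called, 27 higher and 56 lower. Penk, Tigit and Itgb8 were called whichever array was left out. Car1 was not called without wild-type replicate 2 (adjusted p = 0.0541) or 3 (0.0554), nor Lyz2 without wild-type replicate 2 (0.0541). Rnu3a was not called without exponential replicate 1 (0.0579), 2 (0.0857) or 5 (0.0899), or without wild-type replicate 1 (0.103), 2 (0.0615) or 3 (0.118).

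The other large falls were in the chemokine receptor gene Cxcr6 (by 3.02), the integrin gene Itga4 (by 2.89), Gpm6b (by 2.51), the endosomal gene Eea1 (by 2.31), the orphan nuclear receptor gene Nr4a2 (by 2.30) and Cxcl10 (by 2.29), with adjusted p from 0.000465 for Gpm6b to 0.0394 for Cxcr6. The other large rises were in Snora62 (1.93), Ublcp1 (1.80), Snord42a (1.80), Plbd1 (1.73), Rnf130 (1.36), B4galt5 (1.26), Snora74a (1.24) and Snord16a (1.21), with adjusted p from 0.0183 for Snord42a to 0.0492 for Snora74a. Of the 25 called genes examined with each of the 8 arrays left out, 5 kept their call throughout (Penk, Tigit, Itgb8, Gpm6b and Il2ra). Ier3 lost it in 7 settings, Cxcr6, Ublcp1, Plbd1, Rnf130, Snora74a, Snord15a and Rnu3a in 6, and Eea1, Snora62 and Snord16a in 5, at adjusted p up to 0.179. Ctla4 (-4.33, SE 0.81, adjusted p = 0.0670), Slamf6 (-1.83, adjusted p = 0.159), Cd4 (-1.59, adjusted p = 0.442) and Myc (1.47, adjusted p = 0.163) were not called with all arrays, and without exponential replicate 1 Ctla4 was (0.0460). Cd8a (0.03, adjusted p = 0.997), Gimap5 (-0.39, adjusted p = 0.261), Tnf (-0.53, adjusted p = 0.299), Cd83 (-0.37, adjusted p = 0.830) and Atm (0.29, adjusted p = 0.465) were not called.

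Exponential replicate 4 stood apart from the others in T-cell lineage genes, of which Cd8b1, Nkg7, Gzmb, Ccl5 and Ikzf2 were chosen after their values were seen. Labelled as CD8-enriched, it held Cd8a at 2.96 against 7.94 to 8.20 in the other exponential arrays and Cd8b1 at 4.33 against 8.37 to 9.21. Its Cd4 value was 5.18 against 2.15 to 2.44, and its Nkg7, Gzmb and Ccl5 values were 2.75, 2.48 and 4.69. Without this array, a setting fixed in advance, 221 genes were called, among them all 83 genes called with it. Cd4 then fell by 2.18 (SE 0.13, adjusted p = 0.000167), Ctla4 by 3.86 (SE 0.67, adjusted p = 0.0271), Slamf6 by 2.18 (SE 0.27, adjusted p = 0.00738) and Ikzf2 by 3.81 (SE 0.25, adjusted p = 0.000167), and Myc rose by 1.75 (SE 0.23, adjusted p = 0.00994). The Cd4 values of these other arrays lay near the median of all rows (2.30), so the size of its fall is uncertain. With all arrays, 13 of 63 called falls in the chronic and 7 of 56 in the exponential phase had a leukemia mean under that median.

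**Figure D2:**
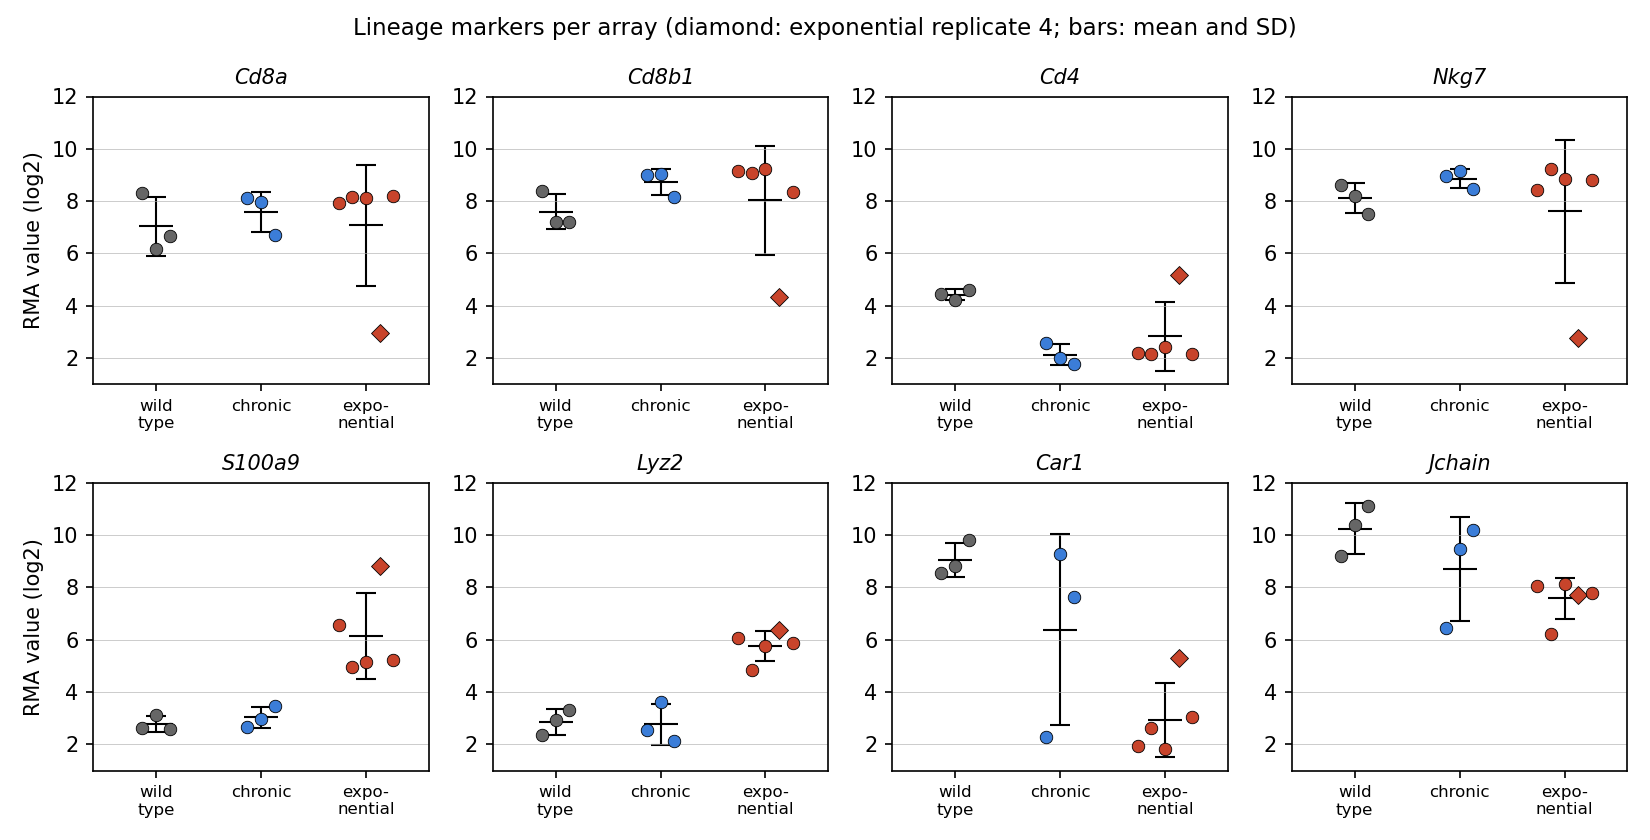
Log2 RMA values of 8 marker genes (vertical axes) per array in the wild-type, chronic and exponential groups (horizontal axes), with the mean and SD as bars; the diamond is exponential replicate 4. Cd8a was 2.96 and Cd4 5.18 in that array, and Lyz2 lay between 4.84 and 6.36 in the exponential arrays and at 3.62 or below elsewhere.

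The CD4 helper and regulatory T-cell list was lower (adjusted p = 3.84e-15), and it passed with an estimated correlation as well (adjusted p = 0.0246). Of its 15 members, 14 were below wild type, Il2ra (by 1.77) and Tnfrsf4 (by 1.43) fell, and 11 were lower adjusted over the list alone, while Cd40lg (-2.22, adjusted p = 0.0577) and Tnfrsf18 (-0.92, adjusted p = 0.0561) missed the threshold over all genes. MYC targets were higher (adjusted p = 1.45e-05), also with an estimated correlation (adjusted p = 0.0400), with 25 of 28 members above wild type, 0 called over all genes and 1 higher adjusted over the list alone. Their examples Gnl3 (0.72), Npm1 (0.52), Nolc1 (0.42) and Rrp9 (0.37) were not called. The 5 genes named by the study were lower (adjusted p = 1.26e-05, and adjusted p = 0.0400 with an estimated correlation), with 0 called over all genes and 2 lower adjusted over the list alone. The study had already used these arrays and stated that the activation signature of the chronic phase was kept on them. In human leukemia the study reported TNF and CD83 as higher. Here Tnf (-0.53, adjusted p = 0.299 by limma) and Cd83 (-0.37, adjusted p = 0.830) were not called. The lower list therefore gives no direction for these genes. The passes with an estimated correlation depended on single arrays. With each of the 8 arrays left out in turn, the CD4 helper and regulatory T-cell list passed in 3 settings (highest adjusted p = 0.0992), and MYC targets (highest adjusted p = 0.145) and the genes named by the study (highest adjusted p = 0.136) in 1 each. Without exponential replicate 4 the T-cell list passed (adjusted p = 0.0392 with an estimated correlation), with 11 of 15 members called lower, Cd40lg (adjusted p = 0.000348) and Tnfrsf18 (0.0324) among them, whereas MYC targets, with 0 called, and the genes named by the study, with 2 called lower, did not (adjusted p = 0.0835 for both with an estimated correlation).

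The small nuclear and nucleolar RNAs, taken by symbol prefix, formed the list with the smallest p (adjusted p = 1.24e-18, but adjusted p = 0.0759 with an estimated correlation). Of 59 members 8 were called higher, including Snord15a (0.80), and 30 were higher adjusted over the list alone. Ribosomal protein genes were higher (adjusted p = 1.06e-09, and adjusted p = 0.124 with an estimated correlation), with 0 of 57 called and 3 higher adjusted over the list alone. Immediate-early genes were lower (adjusted p = 1.03e-07, and adjusted p = 0.322 with an estimated correlation). Of these 24 genes Nr4a2 and Ier3 fell, 4 were lower and 1 was higher adjusted over the list alone, and Btg2 (-1.37) was not called. Btg2 was called without exponential replicate 1 (-1.71, adjusted p = 0.0143). Inhibitory receptors (adjusted p = 0.000422, and adjusted p = 0.0664 with an estimated correlation) had 1 call, Tigit, and 3 members lower adjusted over the list alone, while Cd200 (-0.92) and Lag3 (-0.26) were not called. The receptors had 4 calls without exponential replicate 4, all lower, in Ctla4, Tigit, Cd200 (adjusted p = 0.0479) and Pdcd1 (adjusted p = 0.0270). SLAM-family genes (adjusted p = 0.00966, and adjusted p = 0.124 with an estimated correlation) had 1 call, Slamf1, which fell by 1.98, and 2 lower adjusted over the list alone. Slamf1 was not called without wild-type replicate 1 (adjusted p = 0.0576), 2 (0.0541) or 3 (0.0630). Slamf7 (-1.22) and Slamf9 (-0.93) were not called. Proximal T-cell receptor genes were lower (adjusted p = 0.0149, and adjusted p = 0.459 with an estimated correlation), and telomere genes were higher (adjusted p = 0.0150, and adjusted p = 0.124 with an estimated correlation). Over all genes 0 members of either list were called by limma, and adjusted over the list alone 1 of 21 was lower and 1 of 14 higher. The receptor genes did not pass without exponential replicate 1 (adjusted p = 0.0999) or wild-type replicate 1 (0.319), nor the telomere genes without wild-type replicate 1 (0.0892). The calls without exponential replicate 4 were 11 higher among the small RNAs, 2 higher among the ribosomal protein genes, 1 higher and 2 lower among the immediate-early genes, 2 lower in the SLAM family, 1 lower among the proximal receptor genes and 0 among the telomere genes.

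Markers of other cell types moved with the exponential phase. Myeloid genes were higher (adjusted p = 3.11e-08, and adjusted p = 0.237 with an estimated correlation), with 21 of 25 members above wild type, 1 called (Lyz2) and 5 higher adjusted over the list alone. The granulocyte genes S100a9 (3.36, adjusted p = 0.134) and Chil3 (3.03, adjusted p = 0.208) and the myeloid transcription factor gene Spi1 (0.55) were not called. The list had 4 calls without exponential replicate 4, S100a9 (2.69, adjusted p = 0.00780) and Chil3 (2.33, adjusted p = 0.0236) among them. Erythroid markers were lower (adjusted p = 4.27e-05, and adjusted p = 0.275 with an estimated correlation), with Car1 called, 4 of 11 lower adjusted over the list alone, and Car2 (-2.47), Rhag (-1.55) and Ermap (-0.75) not called. Without exponential replicate 4, whose Car2 and Rhag values were high, Car2 (adjusted p = 0.00738), Rhag (0.0123) and Ermap (0.0483) were called lower as well, which made 4 calls. Plasma cell markers (adjusted p = 3.36e-07, and adjusted p = 0.260 with an estimated correlation) and immunoglobulin genes (adjusted p = 3.03e-11, and adjusted p = 0.110 with an estimated correlation) were lower with 0 called, and with 3 of 8 and 7 of 12 members (Ighmbp2 counted among the 12) lower adjusted over the list alone. Wild-type replicate 3 had the highest medians of both lists among the controls, 4.89 against 3.08 and 2.99 for plasma cell markers and 7.31 against 5.18 and 6.05 for immunoglobulin genes, and without it the lists still passed (adjusted p = 0.000664 and 4.13e-08). Jchain, the joining chain of secreted antibodies, lay at 7.58 ± 0.77 (SD, n = 5) against 10.24 ± 0.97 (SD, n = 3), a log2 difference of -2.66 (adjusted p = 0.0670), and Xbp1 (-1.03), Prdm1 (-1.10) and Tnfrsf17 (-0.77) were not called. Jchain was called without exponential replicate 4 (-2.69, adjusted p = 0.0453), and the plasma cell and immunoglobulin lists then had 1 call each, both lower. In total 14 of 40 lists passed, 3 of them with an estimated correlation. The calls fell from 83 to 45 with all rows tested and to 4 with the methods' t-test after Benjamini-Hochberg, which gave 482 genes at the study's own threshold. They were 36, 43 and 37 without exponential replicates 2, 3 and 5, and 32, 16 and 26 without wild-type replicates 1, 2 and 3.

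Whether the phases shared their changes was read from the genes called in both. There were 27 such genes, all in the same direction. The 22 shared falls included Il1r2, Gpm6b, Itgb8, Cxcl10, Slamf1, Itga4, Eea1, Il2ra and Tnfrsf4, and the 5 shared rises were in Ublcp1, Cenpj, C1qbp, Ebna1bp2 and a clone-named gene, all 5 named because they were so few. Unchanged groups simulated against the same 3 controls shared a median of 0 and at most 11 calls, and independent lists of these lengths would share 0.177 falls and 0.0379 rises. The log2 changes of all genes correlated at 0.713 across genes, which are not independent replicates, against a simulated median of 0.576 (-0.718 to 0.922), and their covariance was 0.0665 against a simulated median of 0.0217 and a highest of 0.0982. Both lay within what unchanged groups gave. The 3 controls could not be divided into separate sets of 2 for each phase, so part of the excess may come from the shared controls. The overlap was 2, 3 and 3 genes without wild-type replicates 1, 2 and 3, 13 and 17 without chronic replicates 1 and 2, and 50 without exponential replicate 4.

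**Figure D3:**
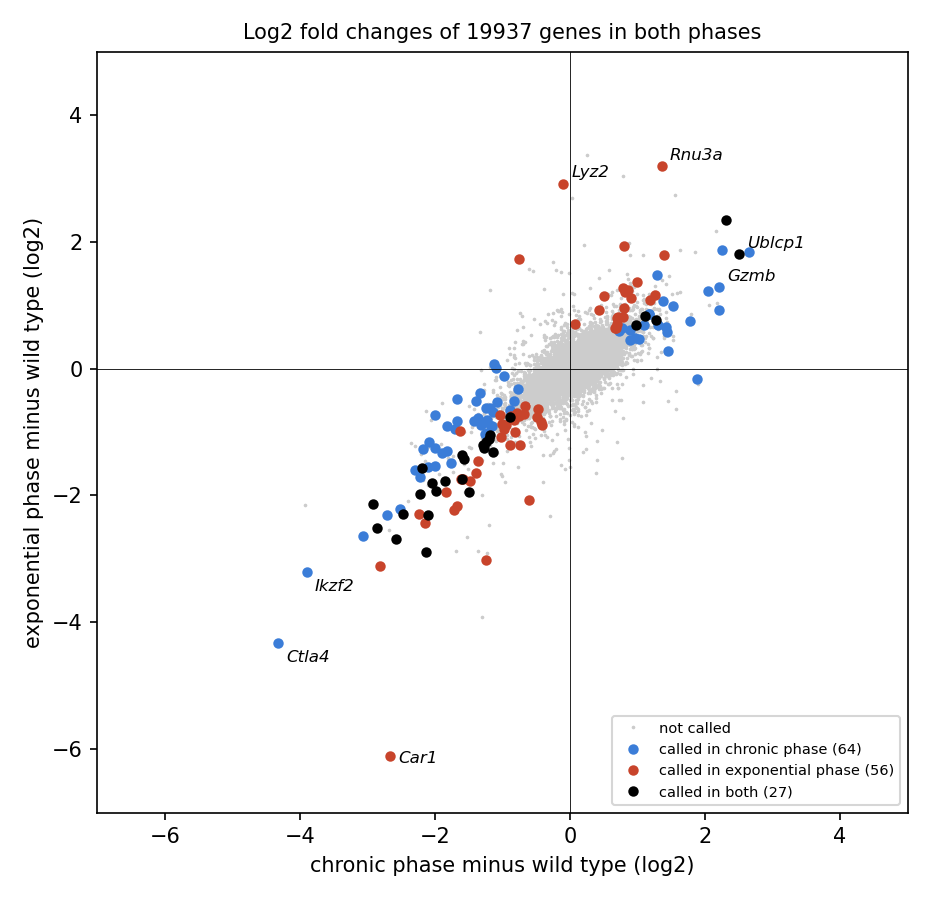
Log2 fold changes of 19937 genes against wild type in the chronic phase (horizontal axis) and the exponential phase (vertical axis), with 64 genes called in the chronic phase alone (blue), 56 in the exponential phase alone (red) and 27 in both (black). Both comparisons share the wild-type arrays, which by itself aligns the points along the diagonal.

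With both phases pooled as 8 arrays, 144 genes were called against wild type, 56 higher and 88 lower. Ctla4 fell by 4.32, and of the CD4 helper and regulatory T-cell genes 7 of 15 were called lower and 12 were lower adjusted over the list alone, with an adjusted p = 2.70e-20 and an adjusted p = 0.0118 with an estimated correlation. MYC targets were higher as a list (adjusted p = 5.41e-06, and adjusted p = 0.0118 with an estimated correlation) with 0 called over all genes, and 3 higher and 1 lower adjusted over the list alone. With an estimated correlation both lists passed in 10 of 11 settings with 1 array left out, and neither passed without wild-type replicate 2 (adjusted p = 0.0533 and 0.0816). The genes named by the study (adjusted p = 0.0118 with an estimated correlation) also passed in 10 of these settings, and the inhibitory receptors (adjusted p = 0.0402 with an estimated correlation) in 4, with adjusted p up to 0.0943. The pooled fit includes the chronic arrays on which the study had already reported Ctla4 and Slamf6 as lower. It also includes the exponential arrays, for which the study stated that this activation signature was kept. The pooled calls were 50 and 63 without wild-type replicates 1 and 3, 89 without exponential replicate 3, and 273 without exponential replicate 4.

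Between the exponential and the chronic phase, the comparison that bears on progression, limma called 0 genes. At an unadjusted p under 0.05 there were 1246 genes, and the methods' t-test called 0 after Benjamini-Hochberg and 134 at the study's own threshold. The smallest adjusted p was 0.236. By their definitions the phases also differed in tumor cells (30 to 70% against more than 80% in blood and more than 90% in spleen). They differed in average age as well (12 against 15 months). The comparison cannot separate progression from tumor share or age. Lyz2 (3.01, SE 0.39), Tyrobp (1.09), Vcam1 (1.03), Spag9 (0.62) and Adgre4 (0.62) had the smallest p among genes with higher values in the exponential phase, and Mpp7 (-1.17), Ddias (-1.01), Napepld (-0.78), Timm8a1 (-0.71) and Mir431 (-0.68) among those with lower values. Ctla4 (-0.0047, SE 0.86), Slamf6 (0.28), Gimap5 (-0.21), Tnf (-0.05), Cd83 (0.77), Tcl1 (-0.14), Cd4 (0.70), Cd8a (-0.52), Atm (-0.02) and Myc (0.18) were not called.

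Of 40 lists, 7 passed between the phases at the preset correlation and 0 with an estimated correlation. Myeloid genes were higher in the exponential phase (adjusted p = 4.98e-10, and adjusted p = 0.623 with an estimated correlation), with 0 of 25 called over all genes and 5 higher adjusted over the list alone. Examples were S100a9 (3.11) and Spi1 (0.68). Dendritic cell (adjusted p = 6.52e-05, and adjusted p = 0.242 with an estimated correlation), B-cell (adjusted p = 0.0153, and adjusted p = 0.787 with an estimated correlation) and immediate-early genes (adjusted p = 0.0322, and adjusted p = 0.787 with an estimated correlation) were higher, the last with Dusp1 (1.06), Egr2 (0.92) and Ier3 (-0.48) as uncalled examples. Immunoglobulin (adjusted p = 0.0120, and adjusted p = 0.787 with an estimated correlation), plasma cell (adjusted p = 0.0240, and adjusted p = 0.787 with an estimated correlation) and erythroid genes (adjusted p = 0.0240, and adjusted p = 0.787 with an estimated correlation) were lower. Their uncalled examples were Jchain (-1.13), Prdm1 (-1.08), Mzb1 (-0.86) and Derl3 (-0.27) for plasma cells, and Car1 (-3.45), Rhag (-1.55), Ermap (-0.92) and Tfrc (-0.56) for erythroid cells. In the limma fit without exponential replicate 4 and chronic replicate 1, Car1 (-6.10, adjusted p = 0.00622) and Ermap (-1.48, adjusted p = 0.0301) were called lower. The other examples were not among the 15 calls of that fit, which was chosen after seeing the data. Adjusted over the list alone, 3 of 14 dendritic cell genes were higher and 1 of 8 plasma cell genes was lower, and 0 members of the B-cell, immediate-early, immunoglobulin and erythroid lists passed. Myeloid and dendritic cell genes passed whichever array was left out, and each of the other 5 lists did not pass without at least 1 array, as for erythroid genes (adjusted p = 0.948) and immediate-early genes (0.948) without chronic replicate 2, immunoglobulin (0.536) and plasma cell genes (0.484) without chronic replicate 3, and B-cell genes without chronic replicate 2 (0.309). Without chronic replicate 1 limma called 2 genes, Plbd1 higher and Tjp1 lower, named because they were so few, and the lists numbered 13, or 3 without chronic replicate 2.

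Receptor variable segments were described per leukemia. Among 7 Trav and Trbv genes with a row of their own, Trav19 reached 8.63 in exponential replicate 2 against at most 2.94 in wild type, and Trbv1 reached 8.10 in exponential replicate 5 against at most 4.23. The other 6 leukemia arrays had none at 4-fold above wild type.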

Values the study reported

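In tumor cells of 70 patients with T-PLL, set against pan T-cells of 10 healthy people, the study reported fold changes of 33.9 for TCL1A, -6.92 for CTLA4, -3.72 for SLAMF6, -3.34 for GIMAP5, 9.98 for TNF and 5.69 for CD83. For the mouse arrays it reported fold changes of -18.6 for CTLA4 and -3.96 for SLAMF6. For leukemias of these mice it also stated that ATM expression was reduced and MYC expression increased. Here the log2 change of Atm against wild type was positive in both phases and was not called, so the reduction was not seen. Myc lay higher in both phases and was called in the chronic phase.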

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

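The tests of lineage, selection and other cell types in this part were chosen after the values were seen, while the splits of the arrays were planned before. In the exponential group 139 values (genes and list medians) were examined for an array far from the other 4, and 25 were found, where chance alone gives about 1 in 20. Of these, 14 lay in exponential replicate 4, 6 in replicate 2 and 5 in replicate 1. In exponential replicate 4, Cd8a was low at 2.96 and Slamf7 at 3.76, and Cd4 was high at 5.18, Cd40lg at 3.54, Pdcd1 at 3.77, Lag3 at 3.72, Prc1 at 5.04, Car2 at 5.03 and Rhag at 3.87. Its list medians were high for the CD4 helper and regulatory T-cell genes (3.54), the cell cycle (5.06), erythroid markers (3.29) and replication histones (3.18), and low for interferon response genes (2.64). In exponential replicate 2, Casp4 was low at 3.52, Itga4 at 4.97 and Jchain at 6.24, Napepld was high at 2.41, and the lists of NK markers and Ly49 receptors had high medians of 5.80 and 5.06. In exponential replicate 1, Arrdc3 was high at 6.17, Btg2 at 8.23, Cxcr6 at 5.28 and Mir431 at 2.25, and Ddias was low at 2.38.

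The low CD8 genes of exponential replicate 4 were weighed first. Dilution by cells other than T-cells would lower all T-cell genes, but the proximal T-cell receptor genes differed from the other exponential arrays by a median of only 0.16 (quartiles -0.07 and 0.56), against -2.95 for the CD8 lineage genes, which argues against it. A wild-type pool under this label is argued against by the CD8 lineage genes, which differed from the lowest wild-type array by a median of -1.42 (quartiles -2.55 and -0.84), and no wild-type array was out of place in Ctla4, whose lowest value there was 9.62. A leukemia of CD4 type, a failed enrichment or a sample from outside this series stay open, and no biological explanation was tested, since the labels put no CD4 sample in the design.

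The fall of the CD4 and regulatory T-cell genes was weighed next. If the selection of the cells produced it, CD8 lineage genes would be higher in the CD8-enriched leukemias. Their median log2 change was 0.55 in the chronic and 0.32 in the exponential phase, as that explanation needs, but neither list passed (adjusted p = 0.0657 and 0.908), and in the exponential phase the list test pointed lower while the median and the mean (0.16) were positive. Without exponential replicate 4 the list was higher there (median 1.06, adjusted p = 0.0168, and adjusted p = 0.336 with an estimated correlation), with 0 of 7 members called. Selection and genotype cannot be told apart, because by their labels every leukemia array was CD8-enriched and every control was not. Exponential replicate 4 went against its label, with a CD8 lineage median of 2.81 against 4.07 to 4.34 in wild type. Whether that array was enriched is therefore not known. A change within the leukemic cells stays open and untested.

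Lists that differed between the phases by the test of the difference itself were myeloid (adjusted p = 4.98e-10), dendritic cell (6.52e-05), immunoglobulin (0.0120), B-cell (0.0153), plasma cell (0.0240), erythroid (0.0240) and immediate-early genes (0.0322). With an estimated correlation 0 of the 7 passed (adjusted p = 0.623 for myeloid, 0.242 for dendritic cell and 0.787 for each other list). All but the myeloid and dendritic cell lists also failed without at least 1 single array, and the immediate-early genes turned direction without chronic replicate 2 (adjusted p = 0.948). For the higher myeloid genes, an equal rise of all cells other than T-cells is argued against by the comparison with wild type. All 8 plasma cell markers lay lower there, with the third quartile of their log2 changes at -0.69. In contrast, 21 of 25 myeloid genes lay higher, with the first quartile at 0.18. These values do not decide whether the share of T-cells fell, because other cell types can change separately. The proximal T-cell receptor genes were lower against wild type, at the preset correlation alone, as a lower share would need. Of the 25 myeloid genes, 8 had a wild-type mean above the median of all rows. Most of these genes were thus dim in wild type, and the size of their rises is uncertain. The size of the plasma cell difference owes much to wild-type replicate 3. Without that pool all 8 still lay lower, with a median of -0.33 in place of -0.96 and the third quartile at -0.18, and the first quartile of the myeloid genes stayed at 0.18. Of the plasma cell markers 0 were called, and neither list passed with an estimated correlation (adjusted p = 0.260 and 0.237). Dendritic cell and B-cell markers were higher together with the myeloid genes between the phases, at the preset correlation alone. The study isolated lymphoid cells on a density gradient before the bead enrichment, so myeloid cells would have had to remain after both steps. Myeloid cells among the enriched cells and expression in the leukemic cells both stay open, and neither was tested. Tumor share and average age also differed between the phases, and none of the 7 list differences can be separated from them.

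Regroupings of the arrays show how far chance can be excluded. For chronic against wild type, 1 of 10 splits (the real one) gave as many as 91 calls and the highest other gave 0, and for its lists the real 17 compared with at most 15 in another split, but 10 splits are too few for a share under 0.05. For exponential against wild type, 1 of 56 splits reached 83 calls and the highest other gave 3, so chance can be excluded for the calls. It cannot be excluded for the lists, where 17 of 56 splits reached 14 lists and the highest other gave 19. Between exponential and chronic the real count of calls was 0, which every split reaches by definition, so the splits cannot test it. For the lists, 40 of 56 splits reached 7. Another split there called 18 genes and 18 lists, by setting exponential replicate 4 with chronic replicates 2 and 3, which points to a structure of the samples that does not follow the phase. For all leukemias against wild type, 1 of 100 drawn splits reached 144 calls and the highest other gave 2, and for the shared calls 2 of 100 drawn splits reached 27, the highest other being 28, so chance can be excluded at 0.05 for both.

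The 13120 rows without a single gene name were left out of the main comparisons. Fitted on their own with limma, with p adjusted over these rows alone, 9 were called in the exponential phase against wild type, all lower.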

How the results depend on the processing

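Alternatives were fixed in advance, except cyclic loess normalization, the fit without exponential replicate 4 and chronic replicate 1, and the list test with an estimated correlation and 1 array left out, which were chosen after seeing the data. Repeated quantile normalization and median centring moved no gene by more than 0.000891 and so test nothing. Over all settings that keep every array, these 2 included, 1544 values of named genes kept direction and side of the threshold, 91 no longer passed, 34 newly passed and 11 reversed, and for lists 222 kept them and 44 no longer passed. With 1 or 2 arrays left out these numbers were 939, 167, 33 and 26 for genes, and 265 kept, 42 lost and 1 reversed for lists. The cause of each change was not tested unless given.

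Calls for chronic against wild type were 154 with a variance trend and robust estimation, 0 with the methods' t-test and 0 with all rows of the table tested. For exponential against wild type they were 45 with all rows and 4 with the t-test, and for both phases 46 with the t-test. The 1 fit over all groups kept 24 of 50 named calls and gave 70 calls for chronic, and the t-test kept 2 of the 50. Shared calls were 46 in 1 fit over all groups, 41 without the dimmer 50% of rows, 41 with trend and robust estimation, 43 with array weights, 0 with the t-test and 0 with all rows. With an estimated correlation the lists numbered 0, 3 and 0 for chronic, exponential and exponential against chronic. Lists between the phases were 11 in 1 fit over all groups, 11 without the dimmest 30% of rows and 11 with the mean of all rows of a gene.

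The replicate number as a replicate block gave 110 calls for chronic (65 of the 91 among them), 139 for exponential (41 of the 83), 264 for both phases, 45 shared calls, and 11 lists between the phases. Same-numbered chronic and wild-type arrays correlated at 0.180, -0.0075 and 0.121 after removing group means, against -0.162 to 0.048 for different numbers. For exponential and wild type the ranges were -0.012 to 0.174 and -0.149 to 0.087. For exponential and chronic they were -0.037 to 0.161 and -0.228 to 0.163. The ranges overlap and the pairs are few, so whether the numbers pair the arrays cannot be told. Between the phases the block turned Ctla4 to 0.24, Slamf6 to -0.33, Cd8a to 0.47 and Atm to 0.018.

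Other reversals concerned uncalled values. Between the phases Ctla4 was 0.24 with array weights, 0.50 with the t-test and 0.028 with cyclic loess, Cd8a 0.076 with the t-test and Atm 0.020 with cyclic loess. Mrto4 in chronic was -0.045 with the mean of all rows of a gene, and Cd8a in exponential against wild type was -0.030 with cyclic loess.

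Leaving out arrays, which also leaves fewer samples, gave 8 to 108 calls for chronic, 16 to 221 for exponential, 50 to 273 for both phases, 0 to 15 between the phases and 2 to 50 shared calls, the 15 without exponential replicate 4 and chronic replicate 1. Lists ranged from 15 to 18, 12 to 19 and 3 to 15. In exponential against wild type Tcl1 ranged from -0.028 to 0.051 and Cd8a from -0.41 to 1.06. Between the phases the ranges were -0.48 to 0.74 for Ctla4, -0.19 to 0.56 for Slamf6, -0.24 to 0.21 for Tnf, -0.96 to 0.77 for Cd8a, -0.25 to 0.12 for Atm, -0.067 to 0.53 for Myc and -0.52 to 0.060 for Derl3. The adjusted p of the immediate-early genes ranged from 2.14e-07 to 0.948 and turned direction without chronic replicate 2.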

Other observations

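Values outside the planned comparisons, chosen after they were seen, described single leukemias. The Ly49 receptor genes of NK and innate-like T-cells were high in single arrays: Klra8 reached 8.45 in exponential replicate 2 and 5.71 in chronic replicate 1, against at most 2.87 in wild type, and Klra6 reached 7.88 and 7.43 in the same arrays. Exponential replicate 4, with its low CD8 genes, carried the gamma variable segment Trgv1 at 9.31 against at most 5.51 in wild type. It also had the highest proliferation genes of the exponential group, with Mki67 at 8.48 and Top2a at 9.08.

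Chronic replicate 1 lay closer to the exponential arrays than to the other chronic arrays in several genes. Its Car1 value was 2.27 against 9.27 and 7.63 in chronic replicates 2 and 3, Jchain was 6.44 against 9.49 and 10.20, and Rnu3a was 8.13 against 4.51 and 6.43. Sex-linked genes varied within groups: Xist was 8.59, 9.33 and 7.86 in exponential replicates 1, 4 and 5 and 8.88 in chronic replicate 3, and at most 3.09 in the other leukemia arrays, while the wild-type pools held both Xist (7.43 to 8.99) and the Y-linked Kdm5d (2.61 to 3.49).

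As a ratio of unlogged means, Ctla4 was lower in the chronic phase by a fold of 18.6 and Slamf6 by a fold of 3.96.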
